A study of Mus musculus with 64 samples. Its data were reported in "Analyses of circRNA Expression throughout the Light-Dark Cycle Reveal a Strong Regulation of Cdr1as, Associated with Light Entrainment in the SCN" (2022).

How the data were processed

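Total RNA was sequenced from microglia isolated from the hippocampus and the frontal cortex of adult male mice. The 64 libraries carry a region label, a phase label (day or night), a condition label (Soci, Cogn, Ctr0 or Ctr1) and a replicate number. These labels give 16 groups of 4 libraries. The meaning of the 4 condition names is not given by the labels, and the names are used as they stand. The authors depleted ribosomal RNA, mapped single-end reads to the mouse genome build GRCm38 with STAR and assigned them to genes with featureCounts. The values they deposited are raw counts per gene, not divided by library size or gene length. The strand setting and the treatment of reads with several matching positions were not stated.

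The table held 49671 genes, of which 49326 were matched to a symbol and coordinates in the GENCODE M21 annotation of the same build, and 345 were not. In 16424 genes no library had a read. To check whether counting used strand, genes lying inside an intron of another gene were compared. The 606 on the strand of the host gene had 493 times the median count per kilobase of the 72 on the opposite strand, so counting used strand. No pair of libraries held identical values. Over 96 pairs of replicates the smallest chi-square per degree of freedom was 7.64, so each library was counted as its own replicate. Xist had at most 10 counts in any library and Ddx3y at least 534, as in male animals.

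Day was compared with night within each region over 16 and 16 libraries, with the 4 conditions pooled, by the quasi-likelihood F test of edgeR 4.0.16 in R 4.3.3. Scaling was by TMM and low counts were removed with filterByExpr. P-values were adjusted by the method of Benjamini and Hochberg over the genes tested, with a threshold of 0.05. One fit per region with 8 phase and condition means tested the 4 conditions averaged over the phases, the 6 pairwise differences between conditions, and whether the day-night change differed among conditions. One fit of all 64 libraries with 4 region and phase means tested the region difference averaged over day and night, and whether the day-night change differed between regions. A log2 fold change is day relative to night, or hippocampus relative to frontal cortex, and its SE is the size of the change divided by the square root of F. Levels per gene are CPM, the share of a library's counts scaled to a common total by TMM, and log2 CPM used a prior count of 2. Single values were compared by 2-sided permutation tests with 100000 resamples, in which the smallest p-value is 1e-05.

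The Cdr1 gene fell below the count filter in both regions. The planned fold change from the fit is therefore not given, and the permutation test of its log2 CPM is the main test, with the fit without a count filter and DESeq2 as alternatives where they gave a value. A floor of 3 counts per library corresponded to between 0.0355 and 0.295 CPM, and floors cover counting error only.

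Of 16 gene lists fixed before the data were examined, 14 had at least 2 genes past the count filter. They were tested with camera in limma 3.58.1 at a preset correlation of 0.01 and with fry beside it, with adjustment over the lists. The lists were clock genes, the network of the circular RNA Cdr1as, 9 genes taken as raised by loss of Cdr1as, of which the study names all but Nr4a3 as such, 12 targets of the microRNA miR-7, which are those named in its text and part of those it found, markers of neurons, astrocytes, oligodendrocytes, endothelial cells, microglia, border macrophages, neutrophils and monocytes, and choroid plexus, genes of the response to dissociation, haemoglobin genes, Y-linked genes and Xist. The score of a list in a library is the mean over its genes of log2 CPM centred on the libraries of the region.

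Genes were named by a rule set before the data were examined. It named Cdr1, the antisense gene at its locus and Cyrano, and the clock genes past the threshold in either region. In each day-night and region comparison it named the 3 largest rises and the 3 largest falls among genes past the threshold with an average log2 CPM of at least 2 and the same sign in the libraries of each replicate number. In each test of conditions or of a difference in change it named the 3 genes of lowest p-value past the threshold and that level. Genes named outside the rule are said to be so.

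The fits were tested on simulated counts with 200 genes changed by a factor of 2. The changed genes had a mean of at least 4 CPM, so recovery of genes under that level was not tested. The day-night fit recovered 200 of them and called 12 unchanged genes. The test of the 4 conditions recovered 199, the contrast of Soci with Ctr1 195, the region difference 200 and the difference in day-night change between regions 195. The test of whether the day-night change differed among conditions recovered 104.

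Alternatives set before the data were examined were size factors by the median of ratios, library totals alone, no count filter, a filter of 1 CPM in 16 libraries, replicate number as a block, condition as a term, a neuron marker score as a covariate, leaving out each replicate number, and DESeq2 1.42.0. Others were chosen after seeing the data: the list of genes raised by loss of Cdr1as less Nr4a3, leaving out the 4 genes that held over 1% of counts on average, a correction for GC content and gene length, scores of 7 other cell types as covariates, and the libraries of replicate 4 alone. For each count of genes from a fit, 100 splits of the libraries were drawn, the real split included. Figures were drawn with matplotlib 3.10.9.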

Results

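Gene counts were compared in 64 libraries of microglia, with 32 from the hippocampus and 32 from the frontal cortex. Each region had 16 libraries labelled day and 16 labelled night, and each of these sets held 4 libraries of each of the conditions Soci, Cogn, Ctr0 and Ctr1. The total count per library ran from 10.2 to 84.5 M. The mean total was 22.4 ± 16.4 M (SD, n = 32) in hippocampus and 14.7 ± 3.93 M (SD, n = 32) in frontal cortex. Totals did not differ between day and night beyond the spread of the libraries (permutation test, p = 0.249 in hippocampus and p = 0.129 in frontal cortex, n = 16 per phase). The gene Gm26917 on chromosome 17, from position 39843013 to 39846341, held 34.7% ± 7.57 of the counts (SD, n = 64). It ends next to the annotated ribosomal gene Rn18s-rs5, which starts at position 39846354. Whether the counts of Gm26917 are ribosomal was not tested. Gm42418, a neighbour of Gm26917 that overlaps Rn18s-rs5 and whose counts are therefore uncertain, held 5.66%, the mitochondrial ribosomal gene mt-Rnr2 2.67% and Gm23935 2.32%. The share of Gm23935 differed among the hippocampal libraries by replicate number: its mean was 2.60% in replicate 4 and between 0.252% and 0.540% in replicates 1 to 3 (exact rank-sum test, p = 0.00115, n = 8 and 24). Day Ctr1 was the exception, with 2.82% in replicate 1 and 0.0998% in replicate 4. In frontal cortex the mean shares lay between 2.98% and 4.99%. Single libraries there were low as well, with 0.113% in Night Soci replicate 2 and 0.145% in Day Ctr0 replicate 1. Day Ctr1 replicate 1 had 0.769% and Night Soci replicate 4 had 0.80%, so low shares were not confined to hippocampus.

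**Figure D1:**
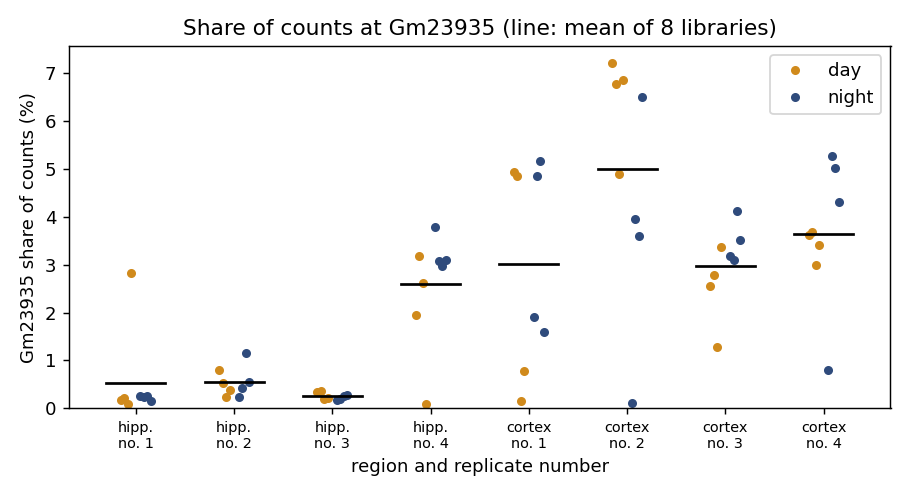
Share of counts at Gm23935 in percent for each library, by region and replicate number, with libraries labelled day and night in separate colours and a line at the mean of 8 libraries. The hippocampal libraries of replicates 1 to 3 have means of up to 0.540%, against 2.60% in replicate 4.

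The first comparison concerns the locus of Cdr1as, a circular RNA that the study followed between the light and dark phases. The counts here are per gene and do not separate circular from linear transcripts. Day and night are the words of the labels. The animals were kept with lights off in the laboratory daytime, and the labels do not say which phase day means. The gene Cdr1 (ENSMUSG00000090546, chromosome X, 61184005 to 61185558, minus strand) had few counts. In hippocampus the 16 day libraries held 10 counts in total and the 16 night libraries 65, of which 45 were in 1 library, Night Soci replicate 2. There were 0 counts in 18 of the 32 libraries and more than 3 in 3. The day and night means were 0.0372 ± 0.0486 and 0.186 ± 0.511 CPM (SD, n = 16), and a difference was not detectable at these counts (permutation test, p = 0.418). Without the 8 libraries of replicate 2 the direction reversed, and without that 1 library alone it was kept (permutation test, p = 0.834). Without a count filter the adjusted p of edgeR was 0.0721. In frontal cortex the day libraries held 14 counts and the night libraries 17, with 7 at most in 1 library. The means were 0.0686 ± 0.0797 and 0.0563 ± 0.0805 CPM (SD, n = 16), and a difference was not detectable (permutation test, p = 0.631). No fold change is given, because most of the 16 libraries of each phase in each region were at or under the floor of 3 counts.

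C230004F18Rik (ENSMUSG00000071753, chromosome X, 61116378 to 61292484, plus strand), also called Cdr1os, spans Cdr1 on the other strand. Its exons from 61175128 to 61194162 and from 61183248 to 61186174 each cover Cdr1 whole. Since counting used strand, transcripts antisense to Cdr1 are counted at C230004F18Rik and not at Cdr1, and gene counts do not separate the exons. By its name Cdr1as is antisense to Cdr1, so its reads would not be counted at Cdr1. The few counts at Cdr1 therefore do not show whether Cdr1as is present or changes. In hippocampus its level was 0.513 ± 0.296 CPM in day and 0.738 ± 0.520 CPM in night libraries (SD, n = 16; permutation test, p = 0.205). In frontal cortex it was 0.428 ± 0.196 and 0.666 ± 0.430 CPM (SD, n = 16; permutation test, p = 0.0270), a difference that was no longer past 0.05 without any one of the 4 replicate numbers. The long RNA Cyrano, listed as 1700020I14Rik (ENSMUSG00000085438, chromosome 2, 119594297 to 119607502), changed by a log2 of 0.10 ± 0.06 (SE) in hippocampus (edgeR, adjusted p = 0.165) and of -0.03 ± 0.05 (SE) in frontal cortex (edgeR, adjusted p = 0.628). These 3 genes are the network list. In the fits of all libraries of a region only Cyrano passed the count filter, so the list was not tested as a set there. In hippocampus without replicate 4, 2 of its genes passed the filter. The list then had a mean log2 change of -0.09 and did not pass the threshold (camera, adjusted p = 0.831).

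**Figure D2:**
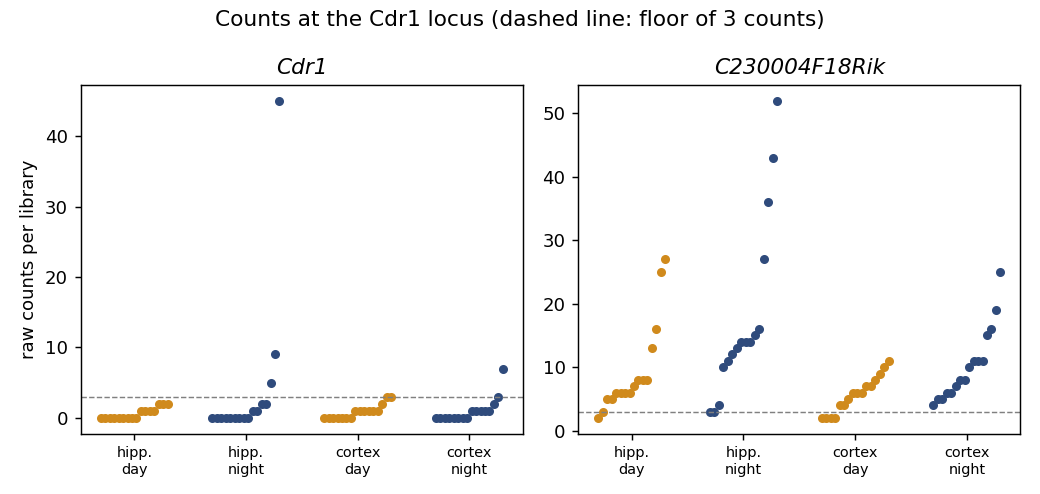
Raw counts per library at Cdr1 and at C230004F18Rik, in rising order within each region and phase label, with a dashed line at the floor of 3 counts. Most libraries have between 0 and 3 counts at Cdr1, and 1 hippocampal library labelled night has 45.

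The second comparison asked which genes differed between day and night in each region. In hippocampus 6550 of 15527 genes passed the threshold, 3637 higher and 2913 lower in day. In frontal cortex 6267 of 14975 did, 3084 higher and 3183 lower. With library totals alone as the scaling, 265 of 4288 genes in hippocampus and 656 of 4061 in frontal cortex were higher in day, and the median log2 change of all genes was -0.14 and -0.09. Changes below are relative to TMM scaling. The setting that moved the counts most was the addition of the scores of 7 other cell types, which left 28 genes in hippocampus and 715 in frontal cortex. Among the 8 hippocampal libraries of replicate 4, 118 genes passed, and 96.8% of the genes called without replicate 4 changed in the same direction there.

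Among the genes named by rule, the largest rise in hippocampus was that of Lyve1, with a log2 change of 1.96 ± 0.15 (SE; edgeR, adjusted p = 4.06e-11). Fmo2 rose by 1.71 and Fkbp5 by 1.41. The largest fall was that of Epn3, which fell by 3.00 on the log2 scale, from 7.95 ± 4.06 CPM in night to 0.967 ± 0.861 CPM in day libraries (SD, n = 16; edgeR, adjusted p = 2.26e-07). Aqp1 fell by 2.98 and Drc7 fell by 2.91. In frontal cortex Lyve1 rose by 2.00 ± 0.16 (SE; edgeR, adjusted p = 1.03e-10), Fmo2 by 1.85 and Zbtb16 by 1.82. Dcx fell by 2.28, Hpcal4 fell by 1.95 and Nr1d1 fell by 1.84.

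Clock genes past the threshold in both regions changed in the same direction in each. Cry1 rose by a log2 of 1.29 ± 0.09 (SE) in hippocampus (edgeR, adjusted p = 6.23e-12) and by 1.25 ± 0.09 (SE) in frontal cortex (edgeR, adjusted p = 5.13e-12). Its lowest day library had 8.91 CPM in hippocampus and 8.94 in frontal cortex, above the highest night libraries at 7.63 and 7.09. Nr1d1 fell by 1.87 ± 0.21 (SE) in hippocampus (edgeR, adjusted p = 2.22e-08) and fell by 1.84 in frontal cortex. Per2 rose by 1.12 and 1.27, Per3 by 0.92 and 0.76, Per1 by 0.58 and 0.41, Tef by 0.51 and 0.45, Hlf by 0.72 and 0.38, and Bhlhe41 by 0.23 and 0.24. Arntl fell by 0.54 and fell by 0.64, and Bhlhe40 fell by 0.45 and fell by 0.51. Clock rose by 0.14 and 0.11, but the call in hippocampus (edgeR, adjusted p = 0.0486) was kept with the replicate block alone among the alternatives tried and its direction reversed with library totals alone. In frontal cortex the call was lost with library totals alone, without replicate 1 and without replicate 4, among others. Npas2 was past the threshold in frontal cortex, where it fell by 0.71, and not in hippocampus, where it fell by 0.26. This contrast depended on the setting. In hippocampus Npas2 passed with library totals alone (log2 -0.43; edgeR, adjusted p = 0.0257) and without replicate 3 (log2 -0.53; edgeR, adjusted p = 0.0216). In frontal cortex its call was lost with the neuron marker score (log2 -0.04; edgeR, adjusted p = 0.874). Over all genes tested 11 of 18 clock genes were past the threshold in hippocampus and 12 of 18 in frontal cortex. Adjusted over the list alone there were 13 in each region.

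**Figure D3:**
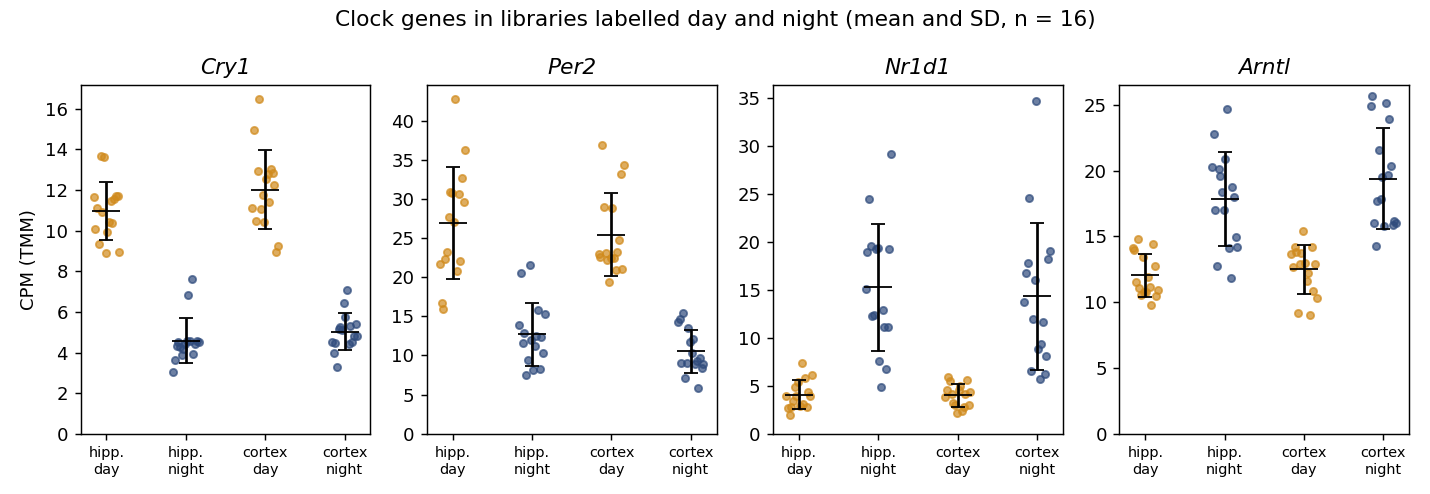
CPM of Cry1, Per2, Nr1d1 and Arntl in each library, by region and phase label, with the mean and SD of 16 libraries. The day and night libraries do not overlap for Cry1, with a lowest hippocampal day library of 8.91 CPM against a highest night library of 7.63 CPM.

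Gene lists were tested as sets to see which kinds of genes changed. In hippocampus 8 of 14 lists passed the threshold with camera. The choroid plexus list had a mean log2 change of -2.99 (adjusted p = 0.00574), astrocytes -0.63, oligodendrocytes -0.45 and endothelial cells -0.36. Border macrophages had a mean of 1.04 (adjusted p = 0.000132), dissociation response 0.32, microglia 0.28 and clock genes 0.20. The 12 named miR-7 targets (-0.32), neurons (-0.27), haemoglobin (-0.84), neutrophils and monocytes (-0.45), Y-linked genes (0.16) and genes raised by loss of Cdr1as (0.05) did not pass. In frontal cortex 5 lists passed: neurons at -0.78 (adjusted p = 8.45e-05), astrocytes at -0.85, the 12 named miR-7 targets at -0.51, border macrophages at 0.92 and microglia at 0.24. Clock genes (0.11), choroid plexus (-1.33), oligodendrocytes (-0.28), endothelial cells (-0.15), neutrophils and monocytes (-0.38), dissociation response (0.19), haemoglobin (-0.92), Y-linked genes (0.04) and genes raised by loss of Cdr1as (-0.07) did not. The Xist list had no gene past the count filter. With fry 9 lists passed in each region, and with an estimated correlation between genes 0 did.

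**Figure D4:**
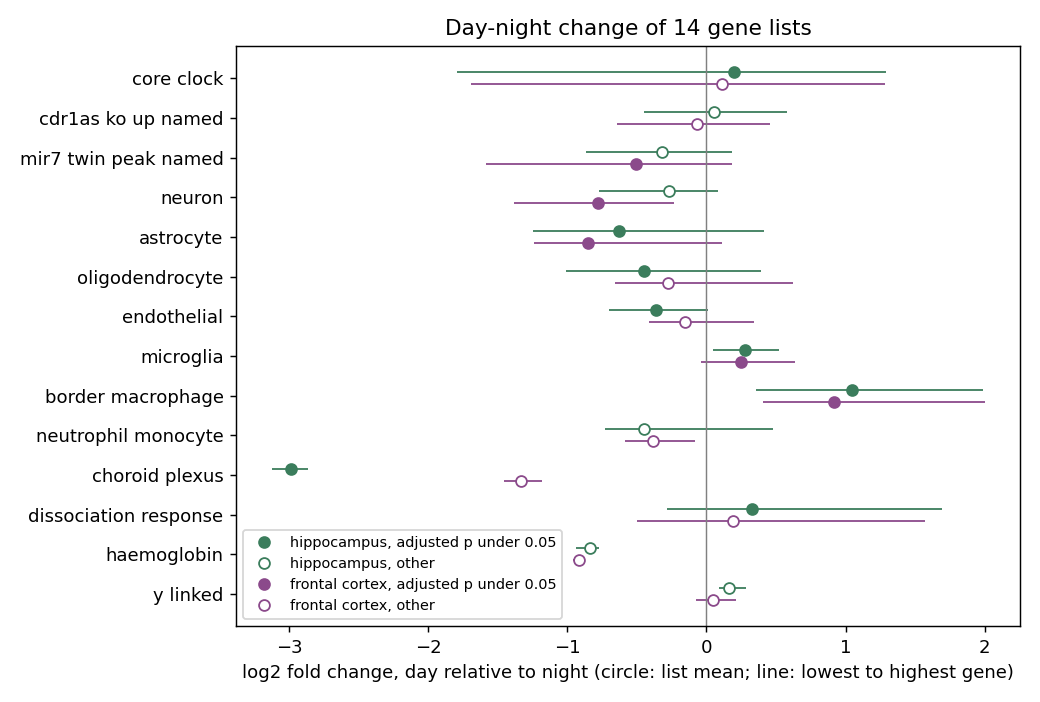
Mean log2 change between day and night of 14 gene lists in hippocampus and frontal cortex, with lines from the lowest to the highest gene and filled circles for an adjusted p under 0.05. The choroid plexus list has the lowest mean, -2.99 in hippocampus, and the border macrophage list the highest, 1.04.

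The third comparison concerned the 4 conditions. In hippocampus 0 of 16826 genes and in frontal cortex 0 of 16238 genes passed the threshold, with 1093 and 1095 at an unadjusted p under 0.05. With library totals alone 3814 genes passed in hippocampus, and without replicate 1 there were 328. In pairs of conditions in hippocampus, Tef was lower in Cogn than in Ctr1 (log2 -0.35; edgeR, adjusted p = 0.0484), and Dbp (log2 -0.72) and Per3 (log2 -0.53) were lower in Soci than in Ctr1 (edgeR, adjusted p = 0.0193 for both). The other 4 pairs in hippocampus and all 6 in frontal cortex gave 0 genes, with between 326 and 2072 genes at an unadjusted p under 0.05. The day-night change differed among conditions for 0 genes in hippocampus, with 695 at an unadjusted p under 0.05. In frontal cortex it did so for 1 gene, Dbp (edgeR, adjusted p = 0.0462), with 604 genes at an unadjusted p under 0.05, and this call was lost without any one of the 4 replicate numbers. The share of Gm26917 differed among conditions in hippocampus, from 31.4% ± 5.09 in Soci to 43.6% ± 7.05 in Ctr1 (SD, n = 8; permutation test, p = 0.00279), and not in frontal cortex (permutation test, p = 0.912). Because Gm26917 lies next to a ribosomal gene, this difference is not read as one in microglial expression.

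The fourth comparison was between the regions. Over both phases 2668 of 16069 genes differed, 1676 higher and 992 lower in hippocampus, and with library totals alone 855 of 2551 were higher. Mfrp had a log2 difference of 3.08 ± 0.37 (SE; edgeR, adjusted p = 1.76e-09), Prlr of 3.03 and Kl of 2.99. Gm15564 was lower by a log2 of -2.66, Lars2 of -2.47 and Mir6236 of -2.36. For Lars2 and Mir6236 the SD exceeded the mean in each region and phase. In day libraries of frontal cortex Lars2 had 1401 ± 2820 CPM and Mir6236 1679 ± 4190 CPM (SD, n = 16). The cause of this spread was not tested. Among the 16 libraries of replicate 4 alone 0 genes passed, with 1685 at an unadjusted p under 0.05. The day-night change differed between regions for 191 genes, 53 with a higher and 138 with a lower value in hippocampus. Slc4a2 (log2 -0.80), Slc12a4 (log2 -0.57) and Cab39l (log2 -1.15) had the lowest p-values, with an adjusted p from edgeR of 2.33e-06 for Slc4a2. Without replicate 2 the count was 15.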

Values the study reported

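The study used 16 replicates per time point for the isolated microglia. It reported 1234 distinct circular RNAs in the cortical microglia and 1553 in the hippocampal ones. The microglia were collected at ZT4 and ZT16, in the light and the dark phase, from animals with lights off from 09:00 AM to 09.00 PM. For the circular RNA Cdr1as it gave an increase in the light phase of about 2.6-fold in the cortex, with an adjusted p-value of 1.6e-07, and of 1.8 fold in the hippocampus, with an adjusted p-value of 0.002.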

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

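The tests in this part were chosen after the results were seen, except for the counts over splits of the libraries in the comparisons between regions and among conditions. Among 111 groups of 4 libraries examined over 7 measures, 22 held a library far from the others, where chance gives about 5.6. The chance value does not allow for ties. In the 7 groups flagged at Cdr1 the other libraries held equal counts, so any differing count was flagged. These flags are no evidence of an excess.

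Total counts stood apart in 5 libraries. In hippocampus these were Night Soci replicate 4 (84.5 M, others from 13.7 to 18.5), Night Cogn replicate 4 (65.7 M) and Day Cogn replicate 4 (62.2 M). In frontal cortex they were Night Ctr0 replicate 2 (26.3 M) and Day Ctr0 replicate 1 (24.5 M). With log2 totals as a covariate, 6175 of the 6550 genes in hippocampus and 5268 of the 6267 in frontal cortex remained past the threshold between day and night, which argues against library size as their whole cause. An earlier form of this test, the permutation test of the totals themselves, was replaced because a difference not detected (p = 0.249 in hippocampus and p = 0.129 in frontal cortex, n = 16 per phase) excludes nothing. No biological explanation of the totals was tested.

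The share of Gm23935 stood apart in hippocampal replicate 4 of Night Soci (3.78%), Night Cogn (3.07%), Night Ctr1 (3.09%), Day Cogn (3.19%) and Day Ctr0 (2.62%), and in Day Ctr1 replicate 1 (2.82%). Day Ctr1 replicate 4 had 0.0998%, so the high share did not follow the number 4 in that group. In replicates 1 to 3 the share was lower in hippocampus than in frontal cortex (exact rank-sum test, p = 1.44e-07), and in replicate 4 the regions were not told apart by it (exact rank-sum test, p = 0.065). A candidate explanation is a library batch that the labels do not name. Genes called between day and night in hippocampus without replicate 4 had the same sign among the 8 replicate 4 libraries in 96.8% of cases, and genes called between the regions without replicate 4 had the same sign among its 16 libraries in 96.2%. Both values argue against such a batch as the whole cause of these differences. They concern signs only, and a batch effect on the size of the region differences stays open. Every gene named between the regions had a smaller log2 difference in replicate 4 than in replicates 1 to 3. Mfrp had 3.74 in replicates 1 to 3 and 1.90 in replicate 4, Prlr 3.59 and 2.07, and Kl 3.47 and 1.92. Gm15564 had -3.84 and -1.75, Lars2 -4.03 and -1.87, and Mir6236 -4.76 and -1.96. Replicates 1 and 4 exchanged in Day Ctr1 may be another explanation. Besides Gm23935, 3 genes parted replicate 4 from replicates 1 to 3 in the other 7 hippocampal groups. On a scale from 0 for replicates 1 to 3 of those groups to 1 for their replicate 4, Day Ctr1 replicate 1 lay at 1.11 and replicate 4 at -0.373. The rule written for this test asked for at least 10 genes, so it cannot settle the question, and a batch that did not follow the numbers stays open as well.

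The share of Gm26917 stood apart in frontal cortex in Night Soci replicate 4 (23.9%) and in Day Ctr0 replicate 1 (51.3%). When the 4 genes with over 1% of counts were left out before scaling, 5971 genes in hippocampus and 5848 in frontal cortex were shared with the calls on all genes, which argues against these genes as the cause of the day-night differences. A correction for GC content and gene length left 5394 and 5690 shared calls. Cyrano stood apart in frontal cortex Night Ctr0 replicate 4, at 161 CPM with the others from 127 to 130, and no explanation was tested.

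Cdr1 counts stood apart in 7 groups, and in 5 of these the library held no more than the floor of 3 counts, where a single read decides. The counts in hippocampus were 5 in Night Ctr0 replicate 2, 2 in Night Ctr1 replicate 2, 1 in Night Cogn replicate 4 and 0 in Day Cogn replicate 4. In frontal cortex they were 7 in Night Cogn replicate 2, 3 in Night Ctr0 replicate 2 and 1 in Night Soci replicate 4. No explanation was tested for these.

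The choroid plexus score of hippocampus Night Ctr0 replicate 4 was -4.50, with the others of its group from 1.89 to 2.73. A loss of all other cells in that library would lower every such score, but its neuron score ranked 31 from the lowest of 32, and its astrocyte and oligodendrocyte scores ranked 32. The frontal cortex library of the same phase, condition and number had a like profile, with a choroid plexus score of -2.47 (rank 2 of 32), a neuron rank of 31 and astrocyte and oligodendrocyte ranks of 32. A dissection with less choroid plexus and a source shared by both libraries, such as 1 animal or preparation, stay open and were not tested.

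The day-night change differed between hippocampus and frontal cortex for 191 genes. Of 100 splits, 2 gave as many genes, the real one included, and the other gave 701. The genes lower in day in hippocampus included those of the choroid plexus, so these cells in hippocampal preparations may be a source of the difference. With the choroid plexus score in the fit 62 of the 191 genes remained, while the score of each of the 6 other cell types left at least 194 genes past the threshold. Of 20 random lists of 4 genes of like expression, 0 left as few, and the lowest left 78. Without Kl, which is itself among the named region differences, the score left 65 genes. Of 20 random lists whose scores followed the difference in day-night change as far as this score (partial R squared of 0.063), 0 left as few. The region difference itself fell from 2668 to 264 genes with the score and to 380 without Kl. This score follows the region (partial R squared of 0.454), and of 20 random lists that did so as far, 4 left as few genes, so choroid plexus cells cannot be told apart from other differences between the regions by this test. An earlier reading against random lists of like expression alone, which left at least 459, was dropped. Of 100 splits 1 gave as many as 2668 genes. The choroid plexus list has 4 genes, of which 2 had over 100 CPM in hippocampus, and its most abundant gene is Ttr. The rule by which 62 was read was loosened after the value was seen, and an earlier, stricter rule had left the question open. A biological difference between the regions stays open, as untested.

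In frontal cortex the day-night change of 1 gene, Dbp, differed among conditions. Of 100 splits 3 gave at least 1 gene, the real one included. Clock genes in the condition comparison are taken up under the other observations.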

How the results depend on the processing

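The count of genes differing between day and night stayed within 1.5 times its value under most alternatives, and the cause of the changes below was not tested unless stated. With library totals alone it was 4288 in hippocampus and 4061 in frontal cortex. Across the fits that each left out one replicate number it ran from 4319 to 7356 and from 3941 to 6403. With the neuron marker score it was 2810 in frontal cortex and 6394 in hippocampus. Settings chosen after seeing the data gave 28 and 715 with 7 cell type scores, 607 and 860 with the border macrophage score alone, 3984 and 2919 with the astrocyte score, 4252 in hippocampus with the choroid plexus score, and 118 in hippocampus from the libraries of replicate 4 only, where 8 libraries are fewer.

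Replicate numbers are shared by the groups, and the samples were checked for pairing. Deviations from the group means correlated across genes between the regions at r from -0.556 to 0.582 over 32 pairs, with 11 over 0.1, so the numbers were not shown to pair the libraries. With the replicate block the day-night count was 6546 in hippocampus and 6505 in frontal cortex, the condition test in hippocampus gave 2 genes and Cogn versus Ctr1 gave 2, the test of the day-night change among conditions in frontal cortex gave 0, and with regions paired the day-night change differed between regions for 148 genes.

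For the 4 conditions in hippocampus library totals alone gave 3814 genes, DESeq2 gave 4, and leaving out one replicate gave from 0 to 328. For the day-night change among conditions DESeq2 gave 12 genes in hippocampus and 8 in frontal cortex, where library totals alone gave 0, leaving out any one replicate gave 0 and leaving out the 4 large genes gave 0. Cogn versus Ctr1 in hippocampus gave 0 genes with library totals alone, 0 with no filter, 0 without any one replicate, 5 with DESeq2 and 2 with the GC content and length correction. Soci versus Ctr1 in hippocampus gave 9711 genes with library totals alone, from 0 to 1688 without one replicate (1688 without replicate 1), 12 with DESeq2 and 0 with the GC content and length correction. In frontal cortex the 4 conditions gave 1 gene with no filter, with at least 1 CPM in 16 libraries, with DESeq2 and with the GC content and length correction. Cogn versus Ctr1 there gave 1 with DESeq2 and with the GC content and length correction, and Soci versus Ctr1 gave 1 with at least 1 CPM in 16 libraries, with DESeq2 and with the GC content and length correction.

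The count between regions ran from 1322 to 3516 and that of the difference in day-night change from 15 to 224 across the fits without one replicate. The 16 libraries of replicate 4 only gave 0 genes in both, with 1685 and 367 at an unadjusted p under 0.05, from fewer libraries. Of the lists, 0 passed with an estimated correlation in either region, and 9 passed with fry in frontal cortex.

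For Cdr1 the direction reversed without replicate 2 in hippocampus (permutation test, p = 0.81) and without replicate 3 in frontal cortex (permutation test, p = 0.569). The p-values without one replicate ran from 0.29 to 0.81 and from 0.321 to 0.706 across the replicates left out, and leaving out single libraries gave p-values from 0.334 to 0.834 and from 0.292 to 0.881 (permutation tests). Without a count filter the adjusted p of edgeR was 0.0721 in hippocampus and 0.923 in frontal cortex, and with DESeq2 it was 0.88 in frontal cortex, with no value in hippocampus. The fit of all 64 libraries and the filter of 1 CPM gave no value for Cdr1. Leaving out libraries far under the median total, as planned, removed none. The alternatives for C230004F18Rik were chosen after seeing the data. In frontal cortex its p-value was 0.0634, 0.0502, 0.0719 and 0.0738 without replicates 1 to 4 in turn (permutation tests). It was 0.00818 with library totals alone, 0.0314 with size factors by the median of ratios and at most 0.0578 without single libraries (permutation tests). With resampling within replicate numbers it was 0.0168, within conditions 0.0172 and within both 0.0112 (permutation tests). The direction reversed with the neuron marker score (permutation test, p = 0.514), and the adjusted p was 0.103 with edgeR and no filter and 0.0772 with DESeq2. In hippocampus its p-value was 0.00928 without replicate 3 and from 0.359 to 0.862 without the others (permutation tests).

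Cdr1 aside, of 822 checks of 52 results for single genes, 720 kept their direction and side of the threshold, 92 were weaker, 3 stronger and 7 reversed. Clock in hippocampus reversed to -0.018 with library totals alone, Bhlhe40 in hippocampus to 0.048 and Npas2 in frontal cortex to 0.16 with 7 cell type scores. Cyrano in hippocampus reversed to -0.044 with library totals alone and to -0.024 with the GC content and length correction, and ran from -0.043 (without replicate 1) to 0.12 across the fits without one replicate. Of 226 checks of 28 results for lists, 189 were the same, 16 weaker, 18 stronger and 3 reversed. In hippocampus neurons passed without replicate 2 (mean -0.39, adjusted p = 0.0443) and without replicate 3 (-0.50, adjusted p = 0.0259), and had a mean of -0.054 without replicate 1. The miR-7 targets passed there without replicate 2, without replicate 3 and with library totals alone, and haemoglobin (-1.34) and neutrophils and monocytes (-0.86) passed without replicate 1. Endothelial cells did not pass without replicate 2, nor clock genes without replicate 3. In frontal cortex clock genes passed without replicate 1, without replicate 2 and with library totals alone, dissociation response without replicate 3 and with library totals alone, and choroid plexus without replicate 4, while the miR-7 targets did not pass without replicate 2. For the genes raised by loss of Cdr1as the direction of the set test reversed without replicate 3 in hippocampus, where the mean log2 change ran from -0.060 (without replicate 3) to 0.16 across the fits without one replicate, and in frontal cortex with fry, at a mean of -0.067, and without replicate 4, where it ran from -0.16 (without replicate 4) to 0.011 across such fits. In hippocampus the mean was -0.099 with library totals alone, and the list less Nr4a3 had means of 0.117 and -0.066 in hippocampus and frontal cortex and did not pass.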

Other observations

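The tests in this part were chosen after the results were seen, except the counts over splits of the libraries in the day-night comparison. A test with cell type scores in the fit was also set out beforehand, but the use of 7 scores together was chosen after seeing the data. For the day-night counts, 1 of 100 splits gave as many genes in hippocampus and 1 of 100 in frontal cortex, in each case the real one. Tests of conditions with 0 genes are matched by all 100 splits. For Cogn versus Ctr1 and for Soci versus Ctr1 in hippocampus, 1 of 100 splits gave as many genes.

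Many day-night differences involved markers of other cell types. Adding 7 cell type scores left 28 genes in hippocampus and 715 in frontal cortex, but 20 random sets of scores from genes of like expression left a median of 986 and 1068 genes, with 1 and 7 sets as low. Cell composition and the phase label therefore cannot be told apart by this test, because the scores themselves follow the phase (R squared of 0.855 and 0.854). A lower share of microglia in night preparations may explain part of the pattern. It would raise the markers of all other cell types alike. The day minus night changes of the 7 scores had a range of 4.07 on the log2 scale in hippocampus (permutation test, p = 2e-05, n = 16 per phase) and of 2.32 in frontal cortex (permutation test, p = 0.00054, n = 16 per phase), which argues against it as the whole cause of the genes lower in day. The first test used, astrocytes against endothelial cells, gave a difference of -0.26 in hippocampus (permutation test, p = 0.18, n = 16 per phase), which left the question open, and of -0.70 in frontal cortex (permutation test, p = 0.0049, n = 16 per phase). A test over all 7 lists replaced it. A change in border macrophages, whose markers rose in day, stays open. For the genes higher in day the explanation cannot be told apart from a change in microglia: 30 of 579 such genes of at least 100 CPM in hippocampus and 12 of 545 in frontal cortex rose by more than the largest rise of a microglia marker, and these are the top genes of the pattern.

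The clock genes bear on what the phase labels mean. Directions in the light and dark phases were taken from general knowledge for 13 clock genes, and called clock genes without one were left out. Of the 13, those past the threshold mostly changed opposite to what light-phase libraries labelled day would show. This held for 9 of 10 in hippocampus and 10 of 11 in frontal cortex. The exception in both was Clock, whose call in hippocampus was lost under all alternatives but the replicate block. Other clock genes also lost calls under some alternatives. Bhlhe40 did so without replicate 1 in hippocampus (edgeR, adjusted p = 0.0512) and without replicate 2 in frontal cortex (edgeR, adjusted p = 0.0531). With the neuron marker score, Npas2 (log2 -0.04) and Bhlhe40 (log2 -0.15) lost theirs in frontal cortex. Taken as a set, the called genes with a direction from general knowledge argue against day as the light phase. The animals were kept on a reversed cycle with lights off in the laboratory daytime, so the label day may refer to the laboratory clock. The collection times quoted from the study put its dark phase sampling in the laboratory daytime. On that reading the night libraries would be those of the light phase. The labels do not state this, so no direction of Cdr1 or C230004F18Rik is set against the values quoted from the study. For Cdr1 no difference was detected under either reading. Single mislabelled libraries are argued against, since 0 libraries labelled day had a Cry1 minus Nr1d1 contrast at or under that of a night library. The margin was small in hippocampus, where the lowest day value was 0.491 and the highest night value 0.486.

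More clock genes differed among conditions than in random lists. In hippocampus 10 of 19 had an unadjusted p under 0.05 in the test of the 4 conditions, and 0 of 10000 random lists of like expression had as many. In frontal cortex 4 of 18 did, as many as in 306 of 10000 random lists. Dbp in hippocampal night libraries had a mean of 14.7 CPM in Ctr1, 12.4 in Ctr0, 6.72 in Cogn and 6.57 in Soci. The day libraries did not follow this order, at 11.3 in Ctr1, 8.96 in Ctr0, 10.9 in Cogn and 9.50 in Soci. In frontal cortex the night means of Dbp were 17.6 CPM in Ctr1, 14 in Ctr0, 7.41 in Cogn and 7.15 in Soci. Its day means there lay between 9.99 and 11.2 CPM. Per3 and Tef, the other clock genes named between conditions, had lower night means in Cogn and Soci than in Ctr0 and Ctr1 in both regions. An explanation may be that the time of collection differed between conditions, and for Dbp this would concern the night libraries. It cannot be told apart from an effect of the conditions, since the study names 1 time per phase and the labels give none for single libraries.

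The clock state of libraries with the same number in both regions was compared as deviations of the Nr1d1 minus Cry1 contrast from the group means. Pearson's r was 0.575 over 32 pairs (permutation test, p = 0.017) and Spearman's rho 0.443 (permutation test, p = 0.0322). Without the 2 pairs farthest from the median r was 0.344 (permutation test, p = 0.157), so the linear correlation was weaker without them, and the rank correlation over all pairs rests less on such values. Whether a number marks one animal or collection time stays open. This was 1 relation computed in its family.

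In hippocampus Night Soci replicate 2 had 45 Cdr1 counts at a total of 16.9 M. Of the 20 deeper hippocampal libraries the highest had 9, which argues against library size. Its neuron marker score ranked 20 of 32, which argues against RNA from neurons as the source. C230004F18Rik was higher at night in frontal cortex. With the neuron score regressed out the difference was not detectable (permutation test, p = 0.514, n = 16 per phase), and since the score itself follows the phase, RNA from neurons may be a source and cannot be told apart from the phase.

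The predictions written for Cdr1 about neurons and library size were not needed, because no day-night difference was detected. For another brain region the study took all reads at the Cdr1 gene as those of Cdr1as. Since counting here used strand, a transcript antisense to Cdr1 would be counted at C230004F18Rik, together with its other exons, so neither gene count is the same measure as the values quoted above.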
